A study of Mus musculus with 2 samples. Its data were reported in "RNA m6A methylation orchestrates cancer growth and metastasis via macrophage reprogramming" (2021).

How the data were processed

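Live CD45+ cells of B16 tumours from WT mice and from mice with Mettl3 removed by Lyz2-driven Cre (KO) were profiled with the 10x Genomics Chromium 3' v3 chemistry, 1 library per genotype. The authors aligned the reads to the mouse mm10 genome (GRCm38) with Cell Ranger, and per the file headers the deposited matrix of UMI counts came from version 4.0.0. It held whole-number counts of 31053 genes in 14341 barcodes of both libraries, 100016286 UMIs in all, with no normalisation. A deposited table gave the library of each barcode, and the library names in the labels gave its genotype. The study's methods name a filter of at least 200 detected genes and at most 10% mitochondrial reads and the removal of doublets. The deposited matrix still held 16 barcodes of each library under 200 genes, and 229 barcodes labelled WT and 288 labelled KO above 10% mitochondrial UMIs, so this filter was applied here. Every deposited barcode had at least 500 UMIs. Whether reads were subsampled to equal depth when the libraries were joined is not stated. The 3' chemistry counts molecules near the end of the transcript, so a transcript that lacks an internal exon is counted like an intact one, and counts per gene carry no position within the gene.

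The filter kept 5661 cells labelled WT and 8157 labelled KO. Doublets were scored with Scrublet in scanpy 1.11.5 for each library. Its automatic threshold marked 2 and 1 cells, under the 0.5% at which it counts as failed, so the highest-scoring cells were removed at the expected rate of 0.8% per 1000 cells, 256 labelled WT and 532 labelled KO. That rule removes more cells from the larger library. Counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 variable genes entered 30 principal components, the number in the study's methods. The genes compared one by one, sex-linked ones included, and mitochondrial, ribosomal protein and haemoglobin genes stayed out of the variable genes. A graph of shared neighbours among the 20 nearest cells was partitioned with leidenalg 0.10.2 at resolution 1, both libraries together. Seurat, used in the study, was not used here, so the clusters are rebuilt ones and may differ from the study's for that and other reasons.

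Each cluster took the class with the highest mean scaled marker level among the marker lists fixed before the data were examined. A name needed at least 3 markers at 50 CPM or more and at 2 times the median cluster or more. A cluster stayed unnamed where its 10 leading genes by fold held more markers of another class than of its own, or where its cells' median UMI count was under 33.3% of their library's with no own marker among those genes. Leading genes needed a UMI in at least 10% of the cluster's cells. T and NK cells were clustered again on their own into CD8 T-like, CD4 T-like and NK-like cells, where CD8 or CD4 had to reach 40% of its highest sub-cluster and 3 times the other on that scale. A sub-cluster with a Foxp3 UMI in 25% of its cells would have been Treg-like, and one with at least 2 markers of another class among its leading genes, and more than of its own, stayed unnamed. Each cluster was then divided at resolution 0.5, and sub-clusters in which at least 2/3 of the markers of 2 lineages reached 10% of their highest cluster level were set aside as mixed-lineage cells. The thresholds of these rules were set after the data had been looked at, and the shares they keep out of the classes are given per library. Of 150 simulated doublets of a macrophage-like or monocyte-like cell with a T-like cell, 103 were set aside by these rules, and of 150 with a granulocyte-like cell 73, so some doublets remain in the classes.

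UMI counts were summed per class and library and given in UMIs per 1000000 UMIs of the class (CPM), computed here from the deposited counts. Log2 ratios of single genes are KO over WT. Those of Mettl3, Lyz2 and the other genes of the fixed list carry no pseudocount. Those across all genes carry a pseudocount of 1 CPM, which understates the change of low genes, and cover genes at 50 CPM or more in either library without mitochondrial, ribosomal protein and haemoglobin genes. Named genes were a list fixed before the data were examined (Mettl3, Mettl14, Ythdf1, Lyz2, Lyz1, Spred2, Tnf, Il6, Arg1, Nos2, Il12a, Il12b, Il10, Mrc1, Ccl22, Foxp3, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty). To these came the 5 highest and 5 lowest log2 ratios in macrophage-like cells and the 3 highest and 3 lowest in granulocyte-like and in CD8 T-like cells, where each library had at least 100 such cells. Symbols and identifiers are the deposited ones. Coordinates came from GENCODE release M21, on GRCm38 like the mm10 alignment, matched by identifier for 30934 of the 31053 genes. For shares of cells with a UMI, each cell was also thinned to 1000 UMIs without replacement. For the gene lists (M1-type, M2-type, NF-kB targets, ERK feedback, interferon response, hypoxia and glycolysis, dissociation stress and cell cycle, 20 to 24 genes each) the median log2 ratio was placed among 10000 random lists matched on mean CPM, as a description of these libraries.

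With 1 library per genotype no test was run and no p-value is given. Shares carry exact Clopper-Pearson intervals, summed counts exact Poisson intervals, log2 ratios of counts the exact conditional interval and log2 ratios of shares the Katz interval, all at the 95% level. A count of 0 allows up to 3 counts. The alternatives planned before the data were examined were a stricter filter (500 genes, 5% mitochondrial) and none, doublets kept, Leiden resolutions 0.5 and 2, 15 principal components, another seed, each library clustered on its own, classes from each cell's own marker score, other denominators, TMM factors (edgeR 4.0.16) and median-of-ratios factors (DESeq2 1.42.0) in R 4.3.3, the mean of per-cell CPM, macrophage-like and monocyte-like cells together, thinning, a minimum of 10 CPM or none, a pseudocount of 10 CPM and, for the gene lists, equal weight for each macrophage-like cluster. Added after seeing the data were mixed-lineage cells kept, a border cluster moved to the macrophage-like cells, equal cluster weight for single genes and the spread, and Foxp3 over all T-like cells. The scripts were tested on simulated data. For the log2 ratios, both libraries were drawn as Poisson counts from the summed profile labelled WT of each class. Spread between cells and between libraries was left out, so the values below cover counting error only. With 200 genes changed by a known 1 or 2 on the log2 scale, 200 came within 0.5 of the simulated value in macrophage-like cells (2682 genes), 179 in granulocyte-like cells (2294 genes) and 197 in CD8 T-like cells (2595 genes). Of 40 lists of 20 unchanged genes in macrophage-like cells, 3 fell beyond the 5th or 95th percentile.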

Results

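The data were single-cell RNA sequencing profiles of live CD45+ cells, the cells that carry the leucocyte surface protein CD45, sorted from B16 tumours of mice aged 8 weeks. B16 is a mouse melanoma cell line. The WT mice carried Mettl3 alleles flanked by recombination sites and no Cre, and the KO mice carried in addition a Cre recombinase gene inserted into 1 allele of Lyz2, a gene of macrophages, monocytes and granulocytes. Mettl3 encodes the enzyme that writes N6-methyladenosine on RNA. There was 1 library per genotype, each from the pooled cells of several mice, so no spread between mice could be measured and no test between genotypes was run. All intervals below are 95% intervals that cover counting error only, exact Clopper-Pearson for shares and exact Poisson for summed counts. A difference beyond them compares these 2 libraries, not the genotypes.

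The library labelled WT held 5895 barcodes and 45963969 unique molecular identifiers (UMIs), and the library labelled KO held 8446 barcodes and 54052317 UMIs. After the filters on cells and the removal of doublets, 5405 and 7625 cells remained. They had a median of 4148 and 3567 UMIs and of 1660 and 1511 detected genes per cell, so the cells labelled KO were the shallower ones.

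Mettl3 itself was examined first, because a reduction in the library labelled KO would speak for the labels. Mettl3 (ENSMUSG00000022160; GRCm38 chromosome 14, 52294841 to 52305128, minus strand) reached 9.44 UMIs per 1000000 UMIs of the class (CPM) in macrophage-like cells labelled WT, from 166 UMIs with an interval of 8.06 to 11.0 CPM. In macrophage-like cells labelled KO it reached 10.003 CPM, from 206 UMIs with an interval of 8.68 to 11.5 CPM. The log2 ratio of KO to WT was 0.08, with an interval of -0.22 to 0.39. The alternative that moved it most, thinning each cell to 1000 UMIs, gave -0.13. In monocyte-like cells the values were 10.8 and 12.9 CPM, in granulocyte-like cells 7.41 and 18.4 CPM from 7 and 6 UMIs, and in T-like cells, which should not carry active Cre, 9.80 and 13.8 CPM. A reduction of Mettl3 counts was thus not detectable in any of these classes. Counts of the targeted gene need not fall where transcripts of recombined alleles are still counted, so these values do not decide the labels. The libraries are therefore called the library labelled WT and the library labelled KO throughout, and every direction below rests on those labels. Whether the counted molecules came from intact or recombined alleles is outside what counts per gene can show.

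Lyz2 (ENSMUSG00000069516; chromosome 10, 117277331 to 117282321, minus strand), of which the KO mice have a single intact allele, differed between the libraries. In macrophage-like cells it was 5888 CPM in the library labelled WT and 2629 CPM in the library labelled KO, a ratio of 0.447. The ratio was 0.439 in monocyte-like cells and 0.527 in granulocyte-like cells. Its log2 ratio in macrophage-like cells was -1.16, and the alternative that moved it most, the mean of per-cell CPM, gave -1.22. Lyz1 (ENSMUSG00000069515; chromosome 10, 117287797 to 117292868, minus strand), a near-identical neighbour of Lyz2, moved the other way, from 23.9 to 171 CPM in macrophage-like cells. Reads of such paralogs can be counted for either gene, so both values are uncertain. Among the macrophage-like clusters Lyz1 was at most 0.667% of Lyz2 in the library labelled WT and at least 3.77% in the library labelled KO. Mettl14, which encodes the partner of METTL3, was 12.8 and 11.2 CPM in macrophage-like cells. Ythdf1, which encodes a reader of the mark, was 34.3 and 43.4 CPM. UMIs of Lyz2 also lay in cells that should lack it. It had a UMI in 96.2% and 88.5% of macrophage-like cells, with median depths of 8995 and 5718 UMIs, and in 33.0% and 14.3% of T-like cells, with median depths of 2022 and 1616 UMIs. After thinning to 1000 UMIs, which left out 60 and 104 macrophage-like cells and 65 and 165 T-like cells, these shares were 88.4% and 72.9% in macrophage-like cells and 17.0% and 8.35% in T-like cells. Xist, transcribed from the inactive X chromosome, had 2 and 4 UMIs over all kept cells, and the Y-linked Ddx3y had 36.1 and 39.2 CPM, Eif2s3y 30.4 and 33.8 CPM, Kdm5d 8.43 and 7.64 CPM and Uty 9.36 and 10.2 CPM. Both libraries therefore had the pattern of male mice.

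**Figure D1:**
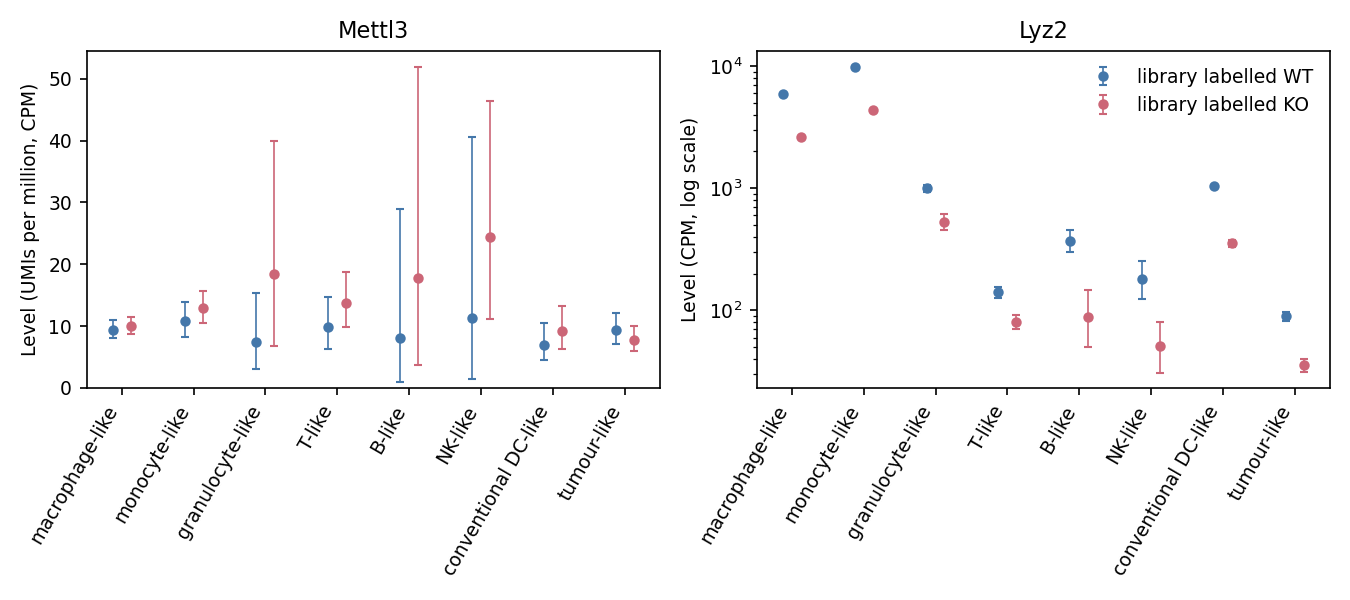
Level of Mettl3 (left, linear axis) and Lyz2 (right, log axis) in CPM for 8 cell classes, with the library labelled WT in blue, the library labelled KO in red and bars for the exact 95% Poisson interval. The Mettl3 intervals of the libraries overlap in each class, whereas Lyz2 in macrophage-like cells lies at 5888 CPM in the library labelled WT and at 2629 CPM in the library labelled KO.

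To ask how the composition of the immune infiltrate differed, cells of both libraries were clustered together and the 24 clusters were named by markers fixed before the data were examined. Macrophage-like cells formed 4 clusters, monocyte-like cells 3 and granulocyte-like cells 2. The macrophage-like share of kept cells was 29.0% (interval 27.7% to 30.2%) in the library labelled WT and 34.3% (33.3% to 35.4%) in the library labelled KO, a log2 ratio of 0.25. The alternative that moved it most, naming each cell by its own marker score, gave -0.23, so the direction of this share depended on how cells were named. The monocyte-like share was 18.2% (17.2% to 19.3%) and 26.7% (25.7% to 27.7%), a log2 ratio of 0.55. Both classes together made up 47.2% and 61.0% of kept cells, a log2 ratio of 0.37 that stayed above 0 under every alternative run, from 0.057 with each library clustered on its own to 0.45 with 15 principal components. In the clustering of each library on its own, 4.81% of the cells labelled WT and 13.7% of those labelled KO stayed unnamed.

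The granulocyte-like share was 12.3% (11.5% to 13.2%) in the library labelled WT, from 667 cells, and 3.76% (3.35% to 4.22%) in the library labelled KO, from 287 cells. The log2 ratio was -1.71, with an interval of -1.91 to -1.52, and it lay between -2.22 and -1.61 under the alternatives. Shares of 1 library add up to the whole, so a lower share of one class raises the others. Without the granulocyte-like cells in the denominator, the log2 ratio of the macrophage-like and monocyte-like cells together was 0.24.

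Among the smaller classes, NK-like cells made up 1.61% (1.29% to 1.98%) and 2.54% (2.20% to 2.92%), B-like cells 2.59% (2.18% to 3.05%) and 1.30% (1.06% to 1.58%), and plasma-like cells 0.204% (0.102% to 0.364%) and 0.472% (0.331% to 0.653%). Dendritic cells (DCs) of the conventional kinds made up 8.10% and 6.74%. Of these, cDC1-like cells were 2.53% (2.13% to 2.99%) and 1.35% (1.10% to 1.64%), with a log2 ratio of -0.91. With 15 principal components it was -0.29 and by the marker score of each cell -0.31, both outside the interval of -1.27 to -0.54. With 15 principal components no cell of either library was named cDC2-like. The cDC1-like class then held 318 and 367 cells, so -0.29 is for a wider class. With each library clustered on its own, the cDC1-like share gave 0.93, but no cluster labelled KO was then named cDC2-like (206 cells labelled WT and 0 labelled KO). The conventional DC-like cells together gave -0.28 there. By the marker score of each cell they came to -0.056, outside their interval of -0.44 to -0.089. The intervals of the log2 ratio reached 0 for cDC2-like cells (3.55% and 3.34%), mature DC-like cells (2.02% and 2.05%) and plasmacytoid DC-like cells (1.72% and 1.36%). Cells in sub-clusters that carried the markers of 2 lineages were kept out of the classes, 6.36% of the library labelled WT and 3.40% of the library labelled KO. Cells left unnamed made up 5.61% and 5.48%.

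**Figure D2:**
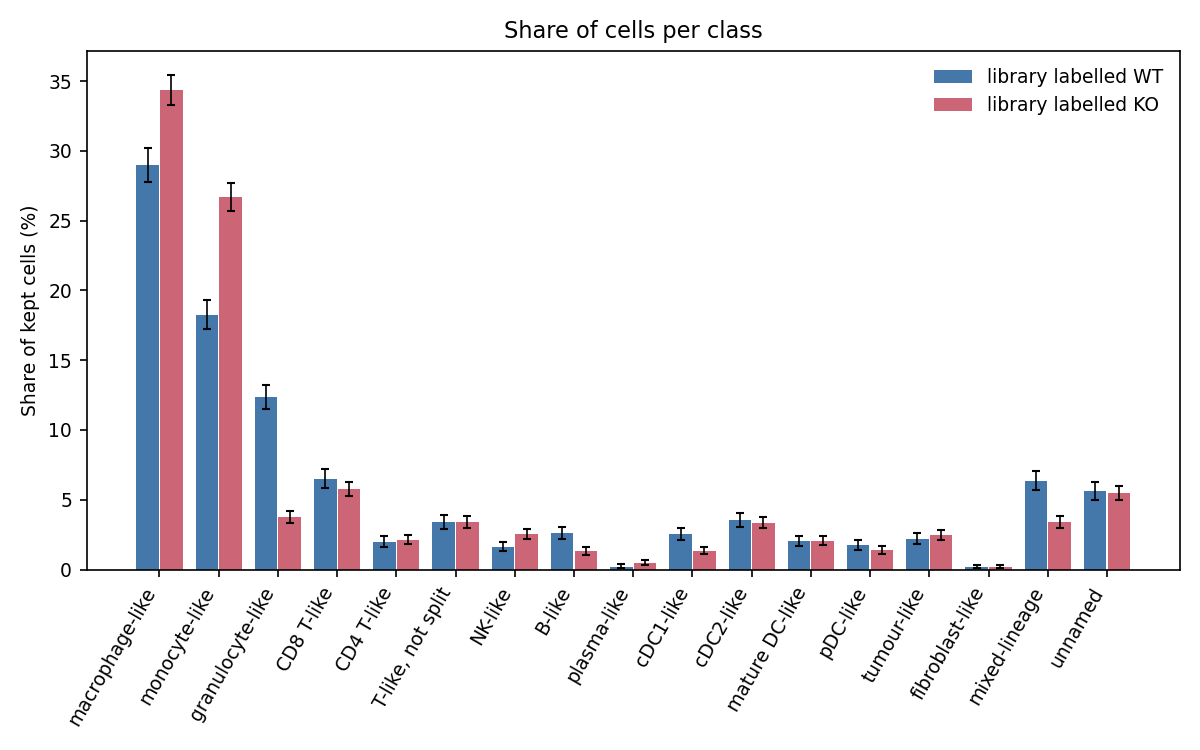
Share of kept cells in percent for each named class and for the mixed-lineage and unnamed cells, as bars for the library labelled WT (blue, 5405 cells) and the library labelled KO (red, 7625 cells) with exact 95% Clopper-Pearson intervals. Granulocyte-like cells are at 12.3% and 3.76%, and monocyte-like cells at 18.2% and 26.7%.

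T-like cells made up 11.9% (11.0% to 12.8%) of the library labelled WT and 11.3% (10.6% to 12.0%) of the library labelled KO. CD8 T-like cells were 6.51% (5.87% to 7.20%) and 5.76% (5.24% to 6.30%), and CD4 T-like cells 1.98% (1.63% to 2.39%) and 2.12% (1.81% to 2.47%). The intervals of both log2 ratios, -0.18 and 0.10, reached 0. A further 3.40% and 3.40% of kept cells were T-like cells that could not be parted into CD4 and CD8.

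To ask whether regulatory T cells differed, a cluster with Foxp3, the gene of their defining transcription factor, was looked for, but none formed at the planned clustering resolution of 1. The share of CD4 T-like cells with a Foxp3 UMI was used in its place. It was 20.6% (13.4% to 29.5%), 22 of 107 cells, in the library labelled WT and 6.17% (2.9995% to 11.1%), 10 of 162 cells, in the library labelled KO, a log2 ratio of -1.74 with an interval of -2.76 to -0.72. The alternative that moved it most was the share among all T-like cells, chosen after seeing the data, with 4.67% and 2.79% and a log2 ratio of -0.74. The median depths were 2038 and 1762 UMIs in CD4 T-like cells. In macrophage-like cells, which should lack Foxp3, the share was 0.319% and 0.229% at median depths of 8995 and 5718 UMIs. It was 0 of 87 and 0 of 194 in NK-like cells, at 1919 and 1584 UMIs. In CD8 T-like cells it was 1.99% and 2.96%, at 2386 and 1813 UMIs, the other way, though the interval of the log2 ratio of their summed Foxp3 levels reached 0. There, 10.8% of the cells in a CD8 T-like sub-cluster had a Foxp3 UMI against 11.9% in the CD4 T-like sub-cluster, so the CD4 T-like cells did not hold all Foxp3 cells. After thinning to 1000 UMIs, which left out 3 and 22 CD4 T-like cells, the share was 10.6% (5.40% to 18.1%) and 5% (2.03% to 10.03%). These intervals overlap, so the difference was not detectable at equal depth. The summed level of Foxp3 was 183 and 75.3 CPM in CD4 T-like cells, 12.0 and 19.1 CPM in CD8 T-like cells and 29.0 and 24.2 CPM over all T-like cells, where the interval of the log2 ratio, -0.76 to 0.24, reached 0. At resolution 2, Treg-like sub-clusters held 24 of 162 CD4 T-like cells (14.8%) labelled WT and 22 of 262 (8.40%) labelled KO.

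Genes that the study followed by other assays were compared in macrophage-like cells, to ask whether the transcripts of inflammatory (M1-type) and alternatively activated (M2-type) macrophages differed. Their levels rest on 17585390 UMIs from 1565 cells labelled WT and 20594040 UMIs from 2617 cells labelled KO. Of 9 genes with UMIs in both libraries, 7 were higher in the library labelled KO. The alternative that moved this count most, equal weight for each macrophage-like cluster, gave 3 and was chosen after seeing the data. It turned Arg1, Nos2, Il10 and Il12b. Arg1 (ENSMUSG00000019987; chromosome 10, 24915221 to 24927484, minus strand) was 366 CPM (357 to 375) and 558 CPM (548 to 568), a log2 ratio of 0.61 that became -0.10 with equal cluster weights. Arg1 was among the leading genes of a macrophage-like cluster, although neither it nor Nos2 entered the clustering. Within the 4 macrophage-like clusters its log2 ratio was -0.29, 0.37, 1.18 and -0.22. Nos2 was 30.3 CPM (27.8 to 33.0) and 46.8 CPM (43.9 to 49.8), a log2 ratio of 0.63 that became -0.029 with equal cluster weights. Tnf was 64.7 CPM (61.0 to 68.6) and 74.8 CPM (71.1 to 78.7), a log2 ratio of 0.21 that became 0.041 with equal cluster weights. Mrc1 was lower in the library labelled KO, with 594 CPM (582 to 605) and 464 CPM (455 to 474), a log2 ratio of -0.35 that became -0.14 with equal cluster weights. Spred2 was 19.4 CPM (17.4 to 21.6) and 18.7 CPM (16.9 to 20.7), and a difference was not detectable at this depth. The same held for Il10 with 5.004 CPM (4.01 to 6.17) and 5.83 CPM (4.83 to 6.97), and for Il12b with 11 and 21 UMIs. Il12a had 0 UMIs in the library labelled WT, where the limit that a count of 0 allows is 3 UMIs, and 1 UMI in the library labelled KO, so no fold is given. Il6 had only 6 and 34 UMIs, and its log2 ratio of 2.27 turned to -0.066 under a stricter filter on cells. Ccl22 had 71 and 193 UMIs, and its log2 ratio of 1.21 came to -0.0027 after thinning. Its level of 4.04 and 9.37 CPM in macrophage-like cells stood beside 604 and 746 CPM in conventional DC-like cells.

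**Figure D3:**
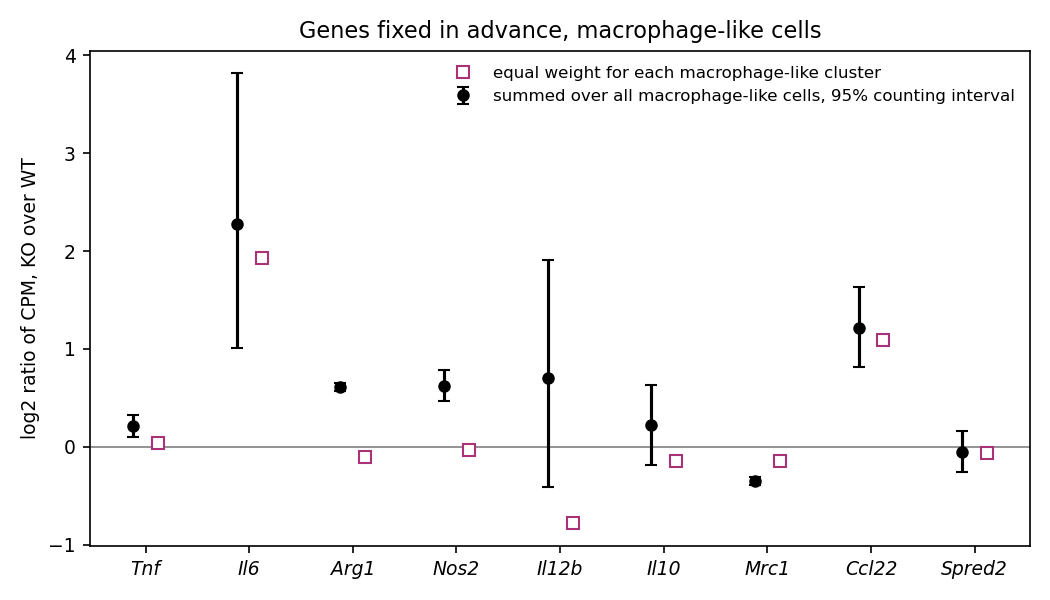
Log2 ratio of CPM, library labelled KO over library labelled WT, of 9 genes fixed before the data were examined, in macrophage-like cells. Circles are sums over all cells with 95% counting intervals, and squares give equal weight to each macrophage-like cluster, which takes Arg1 from 0.61 to -0.10 and Nos2 from 0.63 to -0.029.

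Across all genes at 50 CPM or more in either library, 2859 genes, the log2 ratios in macrophage-like cells had a median of 0.001, a 5th percentile of -0.31 and a 95th percentile of 0.48, a width of 0.79. The alternative that moved this width most, equal weight for each macrophage-like cluster, gave 0.54 and was chosen after seeing the data. The 5 genes with the highest log2 ratios were Lyz1 at 2.78, Ly6c2 (chromosome 15) at 1.72, Inhba (chromosome 13) at 1.70, Slfn4 (chromosome 11) at 1.54 and Plac8 (chromosome 5) at 1.53. Ly6c2 rose from 86.4 to 287 CPM and Plac8 from 360 to 1039 CPM, and both belong to the markers that defined monocyte-like cells. Inhba, from 15.6 to 52.9 CPM, was among the leading genes of a macrophage-like cluster. The 5 with the lowest were Saa3 (chromosome 7) at -1.42, Lyz2 at -1.16, Fcrls (chromosome 3) at -1.11, S100a9 (chromosome 3) at -0.94 and Cx3cr1 (chromosome 9) at -0.94. Saa3, from 61.3 to 22.3 CPM, was among the leading genes of another macrophage-like cluster. S100a9 was 134 and 69.1 CPM, beside 66189 and 56934 CPM in granulocyte-like cells, and a single cell held 295 of its 2349 UMIs in the library labelled WT. With equal cluster weights these 10 genes kept their direction.

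In granulocyte-like cells, scaling factors for composition shifted the log2 ratios by -0.13 relative to CPM, and the median log2 ratio over 2603 genes was 0.12, so single values are to be read against that. The 3 genes with the highest and the 3 with the lowest ratios there rested on few cells. The 21 UMIs of Cma1 and the 32 UMIs of Cpa3 in the library labelled KO each came from 1 cell, as did 74 of the 81 UMIs of Ngp there and, in the library labelled WT, 81 of the 84 UMIs of Il4 and 31 of the 50 UMIs of Dennd5b. Cpa3 turned to -2.10 on the log2 scale at Leiden resolution 2. Csf3 differed from these, with 58 UMIs in 29 cells labelled WT and 1 UMI in the library labelled KO, a log2 ratio without a pseudocount of -4.32 with an interval of -9.65 to -1.79. In CD8 T-like cells, the highest log2 ratios were those of Penk (2.11), Yae1d1 (1.98) and Olfr1369-ps1 (1.78), of whose 151, 138 and 168 UMIs in the library labelled KO a single cell held 82, 72 and 69. Olfr1369-ps1 turned to -0.18 when each cell had equal weight. The lowest were those of Gzmg (-2.49), with 490 of 668 UMIs of the library labelled WT in 1 cell, of Ttn (-2.46), with 98 UMIs in 49 cells labelled WT against 21 UMIs in 16 cells labelled KO, and of AC163354.1 (-1.23), a long non-coding RNA gene with 141 and 76 UMIs.

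Gene lists fixed before the data were examined were set against 10000 random lists of the same size, matched on mean expression. In macrophage-like cells the median log2 ratio was 1.03 for the interferon response list, 0.47 for the M1-type list, 0.27 for hypoxia and glycolysis, 0.25 for NF-kB targets and 0.21 for the M2-type list. The 95th percentiles of their random lists were 0.08 to 0.09, and the interferon, M1-type, M2-type and hypoxia medians exceeded all random lists. The dissociation stress list, of genes that tissue digestion induces, had a median of 0.18 at percentile 99.95. The cell cycle list had a median of -0.47, below all random lists. The ERK feedback list had a median of -0.08 at percentile 6.89, near the lower end of its random lists, and it lay below their 5th percentile with doublets kept (percentile 3.13), with the border cluster moved (4.62) and with equal cluster weights (4.56). The alternative that moved each list but ERK feedback most was again equal weight for each cluster. It brought the interferon list to 0.33, the M1-type list to 0.15, the M2-type list to 0.16 and the cell cycle list to -0.16, all still beyond the central range of their random lists, and the NF-kB list to 0.054 at percentile 79.4, within it. The hypoxia list turned to -0.068 at percentile 0.59, the dissociation stress list to -0.010 at percentile 15.4, and the ERK feedback list came to -0.065. A pseudocount of 10 CPM moved the ERK feedback list further, to -0.016 at percentile 19.995. Interferon-induced genes led a macrophage-like cluster and cell cycle genes another, so equal weights take out part of those differences by construction.

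**Figure D4:**
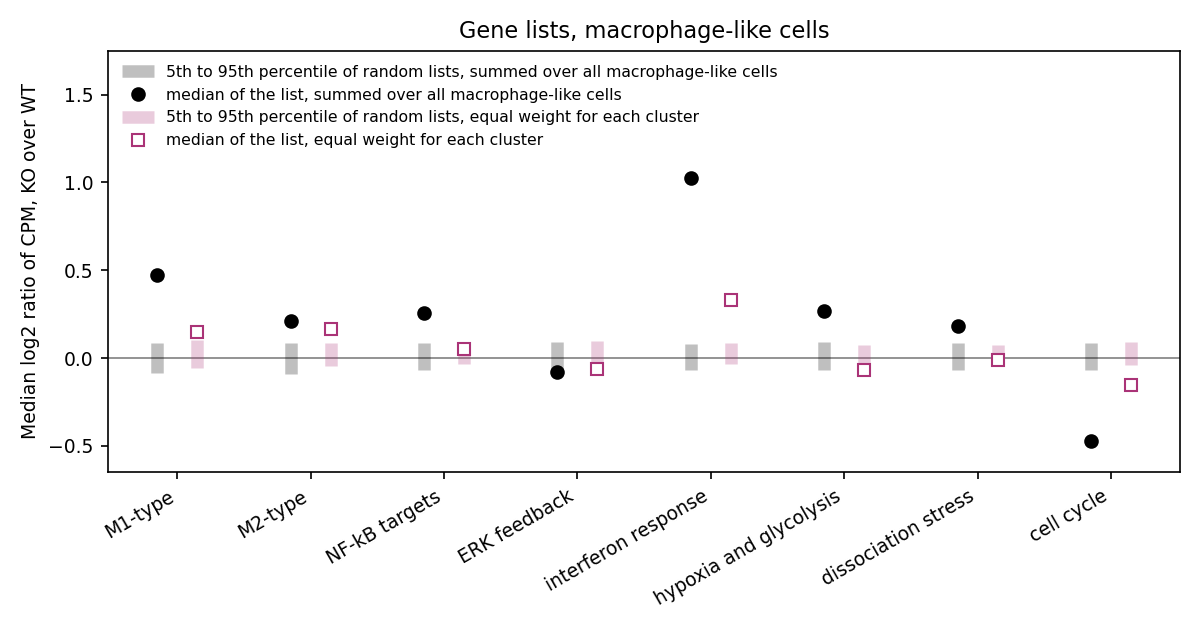
Median log2 ratio of CPM, library labelled KO over library labelled WT, of 8 gene lists in macrophage-like cells, summed over all cells (circles) or with equal weight for each cluster (squares), with bars from the 5th to the 95th percentile of 10000 matched random lists. The interferon response list stands highest, at 1.03 and 0.33.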

Values the study reported

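The study reported 23 populations among the CD45+ cells of the tumours, with 7 macrophage clusters, 2 granulocyte clusters and 1 cluster of CD4 T cells. By qRT-PCR it reported a reduction of Mettl3 mRNA of about 75% in bone marrow-derived macrophages and of about 80% in peritoneal macrophages of the KO mice.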

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

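All tests in this part were chosen only after the values were seen.

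The study lists a cluster of tumour cells among its populations of CD45+ cells. Tumour-like cells appeared in the CD45 sort here as well. They made up 2.20% of kept cells labelled WT and 2.45% of those labelled KO, 119 and 187 cells, above the limit that a count of 0 allows. Their leading genes were melanoma genes such as Dct, Tyrp1 and Mlana, and they had a median of 42761 UMIs against 3869 in the comparison cells. The comparison cells were the other named cells without fibroblast-like ones, together with the mixed-lineage cells. An immune cell in the same droplet would bring its UMIs of Ptprc, the gene of CD45. Tumour-like cells should then have one at least as often as the comparison cells. Of 306 tumour-like cells, 22.2% had a Ptprc UMI, with an upper limit of 27.3%, against 83.2% of the comparison cells. This argues against such doublets as the source of all the tumour-like cells. Tumour cells carried through the sort stay open and were not tested. The shares were alike in both libraries when these were clustered together. With each library clustered on its own, 0 of 5405 cells labelled WT and 187 of 7625 labelled KO were named tumour-like. No biological explanation was tested.

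Cells with the markers of 2 lineages made up 6.36% of kept cells labelled WT and 3.40% of those labelled KO, and no class holds them. In the library labelled WT, 4.35% of kept cells joined phagocyte with T cell markers and 2.02% phagocyte with granulocyte markers, against 2.73% and 0.669% in the library labelled KO. The removal of doublets took more cells from the library labelled KO, so random capture was weighed with doublets kept. For phagocyte and T cell markers the log2 ratio of shares, KO over WT, was then -0.18. Its interval of -0.38 to 0.020 reached 0, so with doublets kept this difference lay within counting error. Random capture, in proportion to both parts' shares and to the number of cells, would give 0.80. The gap of -0.98 had an interval of -1.23 to -0.73, which argues against random capture as the only source of these cells. For phagocyte and granulocyte markers the log2 ratio was -1.20 against -0.84 from random capture. The gap of -0.36 had an interval of -0.73 to 0.02 with the counting error of both values, but -0.84 lay outside the interval of the former alone, -1.51 to -0.88. Random capture may account for this difference, though only narrowly. Cells that stuck together before capture, more of them in one suspension than in the other, and contact between T cells and macrophages in the tumour stay open for the former and were not tested. The genotype stays open as well.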

How the results depend on the processing

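No paired analysis was possible because both groups hold a single library, numbered 1, and no test was run. The alternatives that gave equal weight to each cluster for single genes and for the spread, moved the border cluster, kept mixed-lineage cells or took all T-like cells were chosen after seeing the data. A value counts as moved here where it left the counting interval of the reported one. All values are log2 ratios of KO to WT unless said otherwise.

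The log2 ratio of the macrophage-like share, 0.25 as reported, turned to -0.064 with each library clustered on its own and to -0.23 with the class of each cell from its own marker score. It was 0.065 with a stricter filter, 0.019 with no filter, 0.063 with doublets kept, 0.084 at Leiden resolution 2, 0.074 with another seed, 0.37 with 15 principal components and 0.11 without granulocyte-like cells in the denominator. The monocyte-like share gave 0.55 as reported, and 0.99, 0.95, 0.9998, 0.9996 and 0.70 under the stricter filter, no filter, doublets kept, resolution 2 and another seed. It was 0.24 with each library clustered on its own, 0.77 by the marker score of each cell, 0.42 without granulocyte-like cells and 0.80 with the border cluster put with macrophage-like cells. Under the stricter filter, no filter, doublets kept and resolution 2, both shares were lower in each library than reported and more cells stayed unnamed, 14.2% labelled WT and 15.1% labelled KO at resolution 2. The sum of both shares, 0.37 as reported, moved to 0.45 with 15 principal components, 0.057 with each library clustered on its own, 0.23 by the marker score and 0.24 without granulocyte-like cells, and stayed above 0 in all alternatives. The granulocyte-like share moved only under the stricter filter, to -2.22. Clustering each library on its own also moved the CD8 T-like share to -0.38, the CD4 T-like share to 0.83 and, in the other direction from the reported value, the cDC1-like share to 0.93, where no cluster labelled KO was named cDC2-like and the conventional DC-like cells together gave -0.28. The marker score of each cell moved the CD8 T-like share to -0.56, the T-like share to -0.25, the cDC1-like share to -0.31 and the conventional DC-like share to -0.056. With 15 principal components the cDC1-like share moved to -0.29, where no cell was named cDC2-like. The other causes were not tested.

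The Foxp3 share of CD4 T-like cells stayed within its wide interval in all 6 alternatives. Of the 24 alternatives for Mettl3 and Lyz2 in macrophage-like cells, 19 stayed within the interval. Lyz2 moved to -1.22 as the mean of per-cell CPM, -1.20 under the stricter filter, -1.20 after thinning, -1.14 together with monocyte-like cells and -1.19 with the border cluster.

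Equal weight for each macrophage-like cluster changed the most results within that class. Arg1 turned to -0.10, Nos2 to -0.029, the hypoxia list to -0.068 and the dissociation stress list to -0.010. The number of fixed genes higher in the library labelled KO fell to 3 of 9, and the width of the log2 ratios to 0.54. The M1-type list moved to 0.15, M2-type to 0.16, NF-kB to 0.054, interferon to 0.33 and cell cycle to -0.16. This alternative removes differences in how many cells each cluster contributed. The genes of the fixed list had no part in the clustering, but Arg1 was among the leading genes of a macrophage-like cluster. Equal weights therefore also take out any difference in Arg1 that lies in the share of cells in that cluster. Interferon-induced genes and cell cycle genes each led a macrophage-like cluster, so for these lists it removes part of the difference by construction. Il6 turned to -0.066 under the stricter filter and Ccl22 to -0.0027 after thinning. Among the genes named by rule, Cpa3 in granulocyte-like cells turned to -2.10 at resolution 2 and Olfr1369-ps1 in CD8 T-like cells to -0.18 as the mean of per-cell CPM. Cpa3 and Olfr1369-ps1 rested on 1 or a few cells, and the causes for Il6 and Ccl22 were not tested.

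The width of the log2 ratios in macrophage-like cells, 0.79, moved further to 0.90 as the mean of per-cell CPM, 1.03 after thinning, which adds counting noise, 0.75 together with monocyte-like cells, 0.67 with doublets kept, 0.73 under the stricter filter, 0.69 at resolution 2, 0.72 with the border cluster and 0.72 with a pseudocount of 10 CPM. For the gene lists, doublets kept gave 0.31 for M1-type, 0.20 for NF-kB, 0.62 for interferon, 0.25 for hypoxia and -0.35 for cell cycle. With monocyte-like cells joined in, the interferon list was 0.91, hypoxia 0.23, dissociation stress 0.14 and cell cycle -0.52. The border cluster gave 0.95 for interferon and 0.14 for dissociation stress, and a pseudocount of 10 CPM gave 0.19 for M1-type, 0.86 for interferon and -0.43 for cell cycle. For single genes of the fixed list, 83 of 107 alternative values stayed within the interval, 20 left it, and Arg1, Nos2, Il6 and Ccl22, whose intervals excluded 0, turned direction once each. Il12b, Il10 and Spred2, whose intervals reached 0, also changed sign under some alternatives, Il12b to -0.78 and Il10 to -0.15 with equal weights. For the genes named by rule, 182 of 246 stayed within it, 62 left it and the 2 above turned direction. No Treg-like cluster formed at resolution 1, so the planned share of such a cluster has no value there, and after thinning Il6 had no UMI in at least 1 library and gave none.

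Depth limits the low genes most. Mettl3 rests on 166 and 206 UMIs in macrophage-like cells, so a log2 ratio between -0.22 and 0.39 lies within counting error, and Il6, Il12a and Il12b have under 40 UMIs in each library.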

Other observations

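The tests on Mettl3, on Lyz1, on cluster weights, on the interferon list and on free granulocyte RNA were chosen after the results were seen, and those on the Lyz2 allele, on the settings behind the granulocyte-like share, on sex and on dissociation stress were set before.

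Of the clusters, 4 of 24 were macrophage-like here. That is lower than the number of macrophage clusters quoted from the study above. A further 3 clusters were named monocyte-like here, a class that the study does not list, while it lists clusters of myeloid-derived suppressor cells. The classes are thus unlike, so their numbers cannot be compared directly, and the clusters were rebuilt with other tools.

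Mettl3 was at 9.44 CPM in macrophage-like cells labelled WT and at 10.003 CPM in those labelled KO. A reduction like those quoted from the study above, which were measured in other macrophages by another assay, was not seen. Swapped labels would put Lyz2 lower in the library labelled WT, but its log2 ratio was -1.16, lower in the library labelled KO, which argues against a swap. The ratios of 0.447, 0.439 and 0.527 in macrophage-like, monocyte-like and granulocyte-like cells lie within the range of 0.35 to 0.75 predicted for the loss of 1 of 2 Lyz2 alleles. The ratio was lower in conventional DC-like cells, 0.341 (interval 0.319 to 0.364), in plasmacytoid DC-like cells, 0.149 (0.110 to 0.200), in B-like cells, 0.239 (0.128 to 0.414), and in NK-like cells, 0.287 (0.154 to 0.522). The prediction did not name these classes, and the cause of their lower ratios was not tested. Dilution by cells without Cre predicts a fall in macrophage-like cells taken alone, where the log2 ratio was 0.084 with an interval of -0.22 to 0.39. Transcripts that lack the floxed exons but keep their 3' end would be counted as Mettl3. The 206 UMIs in macrophage-like cells labelled KO and such truncated transcripts cannot be told apart from intact ones, because the counts hold no position within the gene. Poor recombination in tumour macrophages stays open and was not tested.

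Lyz1 was higher in the library labelled KO, 171 against 23.9 CPM in macrophage-like cells, while Lyz2 was lower. If reads of Lyz2 were counted as Lyz1, Lyz1 should be a like share of Lyz2 in each cluster. Among the macrophage-like clusters labelled KO it ranged from 3.77% to 14.5%, a highest share of 3.83 times the lowest, which argues against shared reads as the whole cause. In the same clusters labelled WT it was 0.305% to 0.667%, below every share labelled KO. Reads shared at a like rate in both libraries would therefore not give the higher Lyz1. A strain variant carried along with the Cre insertion could act on Lyz1, which lies next to Lyz2. The 10 other genes within 5 Mb of Lyz2 that reached 50 CPM had a median absolute log2 ratio of 0.06, at percentile 2.09 of matched random sets, so there was no sign of a wider effect on the region. A variant that acts on Lyz1 alone and a response to the lower Lyz2 cannot be told apart here. Whether such a variant exists was not examined. If it did, it would go together with the lower Lyz2 in the cells labelled KO.

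Granulocyte-like cells were fewer in the library labelled KO. The settings of the filters, the doublet removal and the clustering do not account for it, since the smallest log2 ratio in size, from naming each cell by its own marker score, was still -1.61. Granulocytes have few UMIs and can be lost when cells are called from droplets. Their free RNA would then remain. The summed level of S100a8 and S100a9 in T-like, NK-like and B-like cells was 71.0 CPM in the library labelled WT and 17.7 CPM in the library labelled KO, a log2 ratio of -2.01, which argues against granulocytes that were present and not called. Losses before the suspension was loaded, at digestion or at the sort, and a difference between the tumours or genotypes stay open and were not tested.

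Unequal weights of the macrophage-like clusters may account for most of the summed difference in Arg1, 0.61 on the log2 scale. With the weights of the library labelled WT in both, Arg1 was 366 and 380 CPM, a log2 ratio of 0.053, with those of the library labelled KO in both 611 and 558 CPM, -0.13, and with equal weights -0.10. Within clusters it went both ways, with 0.37 (interval 0.28 to 0.46) and 1.18 (0.99 to 1.37) in a pair of them and -0.29 (-0.35 to -0.24) in the one richest in Arg1. The cluster richest in Arg1 held 31.2% (29.0% to 33.6%) of macrophage-like cells labelled WT and 57.0% (55.1% to 58.9%) of those labelled KO. No cause is read from the sizes of the clusters. Interferon-induced genes, which differed between the libraries, were among the genes that defined the clusters. Over all genes the width with equal weights was 0.54. How far unequal weights account for the reported width cannot be told apart from a spread between libraries, which 1 library per genotype does not show. Mice of different sex in the libraries would part the Y-linked genes, but their summed log2 ratio was 0.11.

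Unequal dissociation stress may contribute to the differences in macrophage-like cells, since the stress list lay at percentile 99.95 of the random lists, as predicted. With equal cluster weights it lay at percentile 15.4. The interferon list still had a median of 0.33 with equal weights, above all random lists, so stress alone does not account for that list.

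The interferon list was not higher in myeloid cells alone. With a pseudocount of 10 CPM its median log2 ratio was 0.86 in macrophage-like cells, 0.54 in monocyte-like cells, 0.49 in conventional DC-like cells, 0.997 in plasmacytoid DC-like cells, 0.31 in T-like cells and 0.34 in tumour-like cells, each above all random lists. In NK-like cells it was 0.30 at percentile 96.9, in B-like cells 0.23 at percentile 94.8 and in granulocyte-like cells 0.01 at percentile 14.4. A difference restricted to cells that carry Cre predicts none in T-like and tumour-like cells, so the 0.34 in tumour-like cells and the 0.31 in T-like cells argue against it, as far as free RNA does not give them. Free RNA of macrophages was tested by taking off each gene's macrophage-like level times the share of macrophage RNA that C1qa, C1qb, C1qc and Apoe gave, 2.43% and 2.58% in T-like cells and 5.98% and 6.86% in tumour-like cells. The median came to 0.22 in T-like cells and 0.11 in tumour-like cells, where 5 of the 24 genes were taken to 0 in both libraries. Both values were still beyond the 95th percentile of their random lists. This argues against free RNA of macrophages, as scaled by these genes, as the whole cause. It may account for much of the difference in tumour-like cells. C1qa, C1qb, C1qc and Apoe led another macrophage-like cluster than the interferon-induced genes, and free RNA of monocyte-like cells and other classes was not taken off. Free RNA in general therefore stays open. A higher level of interferon in the pooled tumours labelled KO is a hypothesis that could give this pattern. It cannot be parted from the genotype, from a single unusual tumour in the pool or from the library with 1 library per group, and none of these was tested.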
